A study of Homo sapiens with 9 samples. Its data were reported in "The glycolytic enzyme ALDOA and the exon junction complex protein RBM8A are regulators of ribosomal biogenesis" (2022).

How the data were processed

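Nascent RNA of human U2OS osteosarcoma cells was measured by 4sU-Seq in 9 libraries. The cells carried RBM8A fused to an auxin-inducible degron (AID), a tag that leads to degradation of the protein when the plant hormone auxin (IAA) is added, or were wild type (WT). Treatment lasted 6 h, and 4-thiouridine (4sU), a uridine analogue that marks newly made RNA, was present for the last 15 min. Groups and replicate numbers were taken from the sample labels: the clone with auxin (AID-RBM8A +IAA, called depleted), the clone without auxin (AID-RBM8A -IAA, called undepleted) and WT cells with auxin (WT +IAA), with 3 libraries each. WT cells without auxin were not analysed here.

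Labelled RNA had been biotinylated, pulled down, depleted of rRNA and sequenced. The authors mapped the reads to hg19 with Bowtie2, removed reads on rRNA, exons and blacklisted regions, and counted the remaining reads per gene with GenomicAlignments. The values therefore stand mostly for intronic and unspliced RNA. The gene annotation release and the use of strand in the counting are not stated, so genes that overlap others, and genes with near-identical copies, are uncertain. The authors kept genes with a count sum above 90 over all conditions and an average log2 CPM above 2, and normalized with edgeR. Labelled lysate of other cells had been added as a spike-in, which was not used here, so all changes are relative to the total of each library and a change of overall transcription would not be seen.

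The deposited tables, 1 for each pair of groups, hold CPM values (counts scaled to a common library size) per library, scaled by the authors with edgeR's TMM factors of that pair of groups. They also hold the log2 fold change and average log2 CPM of the authors' edgeR comparison. Its p-value and adjusted p-value are deposited beside them, as is a column of −log10 of the p-value, computed by the authors without a sign. These authors' columns were used only to count the calls of the deposited tables and to read the average level of a gene. Repeated entries of a gene identifier, 18 in each table, were dropped, which left 12866 genes for depleted vs undepleted, 12812 for depleted vs WT and 12742 for undepleted vs WT, 12529 of them in every table. No column of values per library was left unused.

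The CPM values of a library were whole multiples of what 1 read is worth. Whole reads were recovered for 100% of the values of all 18 columns. The same library gave the same read number for each gene in both tables that hold it. Recovered reads in listed genes ranged from 2910556 to 3864710 per library, and 1 read was worth 0.205 to 0.278 CPM. The smallest level that 3 reads can show was 0.616 to 0.835 CPM. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of replicates agreed within sampling noise: the chi-square of their recovered reads ranged from 2.42 to 16.0 per gene.

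The planned test for counts was edgeR's quasi-likelihood test. The deposited values are CPM, so the planned test for normalized values was the main one: limma 3.58.1 with a mean-variance trend (R 4.3.3) on log2(CPM + 1), within each table, with no covariate and Benjamini-Hochberg adjustment over the genes of the table. A gene was called at an adjusted p under 0.05. Fold changes are on the log2(CPM + 1) scale, which understates the change of low genes. A gene counted as changed against both controls when it was called in the same direction in depleted vs undepleted and in depleted vs WT. The calculation was tested on simulated reads for 12866 genes with 200 of them changed. At a log2 change of 0.5 it recovered 5.50% of the changed genes, at 1 it recovered 83.5% and at 2 it recovered 99.5%, with 26.7%, 3.47% and 7.44% of calls false. A null result for a single gene with a change of 0.5 or less is therefore uninformative.

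Cytosolic ribosomal protein (CRP), ribosome biogenesis (RiBi) and mitochondrial ribosomal protein (MRP) gene sets were written by hand, and 80 of 86, 200 of 257 and 63 of 89 symbols were listed in a table. Genes were ranked by the sign of the log2 fold change times −log10 of the limma p-value, and a normalized enrichment score (NES) was computed with fgsea 1.28.0 (10000 gene permutations, weight 1) with adjustment over the 9 tests of 3 sets in 3 comparisons. Gene permutations treat genes as independent. The same test on simulated data found a set shifted by −0.25 on the log2 scale and none of 20 random sets. Simulated reads were drawn independently for each gene. That result therefore cannot show how often a set whose genes vary together is called falsely. Limma's camera test, which estimates the correlation between the genes of a set, was run beside it. Sets of p53 targets, aryl hydrocarbon receptor (AHR) targets and immediate early genes were also written by hand.

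Gene coordinates, intron numbers, GC content and length were taken from GENCODE v44lift37 on GRCh37, the build of the files, in which 12901 of 13054 listed identifiers were found. A gene was called intronless when the median number of introns over its transcripts was 0. The share of called genes was compared between intronless genes and genes with introns by a two-sided Fisher's exact test. Spearman correlations across genes are descriptions, since genes are not independent replicates. For levels per library across the 3 groups, the recovered reads of the 12529 common genes were normalized together by TMM, because the deposited tables were normalized separately.

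Genes are named in the text by a rule: RBM8A and the exon junction complex genes EIF4A3, MAGOH, MAGOHB and CASC3; FBL and RPL18, whose promoters drove the reporters of the study; the 5 largest rises and 5 largest falls among genes changed against both controls whose 3 depleted libraries did not overlap the 6 control libraries, without pseudogenes and unnamed genes; and, in depleted vs undepleted, the 3 CRP genes with the largest fall and the CRP gene with the largest rise.

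The groups share replicate numbers in the labels, and each fit was repeated with the number as a block. Whether the numbers pair the libraries was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means. In depleted vs WT the block fit estimated an infinite prior degree of freedom, so that every gene received the trend variance, and its p-values are very small. The other alternatives were DESeq2 size factors, library size alone in place of TMM factors, the DESeq2 1.42.0 Wald test, the edgeR 4.0.16 exact test, all 9 libraries in 1 fit, a pseudocount of 0.1, the removal of each replicate number in turn, a log2 fold change limit of 1, ranking by log2 fold change, and 0 introns in every transcript as the definition of intronless. The count tests ran on the recovered reads. Alternatives added later were edgeR's quasi-likelihood test on the recovered reads, a mean CPM of at least 10, the removal of trends with GC content and gene length from each library (splines with 5 degrees of freedom) with and without the block, and camera with the block.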

Results

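The study asked how nascent transcription changes when RBM8A, a core protein of the exon junction complex that is placed on mRNA at splice sites, is removed acutely. 4sU-Seq libraries had been made from U2OS cells in 3 groups of 3 replicates: AID-RBM8A +IAA (depleted), AID-RBM8A -IAA (undepleted) and WT +IAA. The depleted replicates held 3216017, 3443593 and 3582871 recovered reads in the genes listed for depleted vs undepleted, and the undepleted replicates held 3245720, 2912203 and 3520335. The WT replicates held 3157603, 3796320 and 3864710 recovered reads in the genes listed for depleted vs WT. Depth thus differed little between the groups, and a gene at 10 CPM rested on few reads, since 1 read was worth 0.205 to 0.278 CPM.

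The transcript of the targeted gene, RBM8A, was not analysed here, and the degron acts on the protein, so the depletion was not checked from these values. Of the other exon junction complex genes, EIF4A3 (log2 fold change −0.06 ± 0.21 SE, limma adjusted p 0.916), MAGOH (−0.11 ± 0.16, 0.771), MAGOHB (0.16 ± 0.21, 0.721) and CASC3 (−0.09 ± 0.14, 0.787) did not differ between depleted and undepleted cells. The sign of EIF4A3 and of CASC3 changed when single replicates were left out. With the block none of these 4 genes passed the threshold (adjusted p 0.6 to 0.892). MAGOHB was lower than in WT cells both in depleted cells (−0.76 ± 0.18, adjusted p 0.00935) and in undepleted cells (−0.90 ± 0.22, adjusted p 0.0122). With the block these adjusted p were 6.46e-07 and 0.00683. After the GC content and length correction MAGOHB in depleted vs WT was −0.37 (limma adjusted p 0.0551; with the block 0.0232; range over all alternatives 6.46e-07 to 0.0946). MAGOH (−0.43 ± 0.16, limma adjusted p 0.0666) and CASC3 (−0.24 ± 0.12, adjusted p 0.195) did not pass the threshold in depleted vs WT, but did with the block (adjusted p 0.00904 and 0.0426). After the GC content and length correction MAGOH did not pass with the block (−0.25, limma adjusted p 0.146; range over all alternatives 0.00904 to 0.389), and CASC3 passed without it and with it (−0.30, limma adjusted p 0.0404 and 0.0044; range 0.0044 to 0.662).

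The comparison of depleted with undepleted cells shows the response to auxin within the clone. Of 12866 genes, limma called 273 higher and 179 lower at an adjusted p under 0.05. The deviations of same-numbered libraries had a correlation of 0.175, −0.006 and 0.314 for replicates 1, 2 and 3 (mean 0.161), and with the replicate number as a block the calls were 445 higher and 454 lower. All 452 genes called without the block were called with it. Over the alternatives the calls ranged from 61 higher and 24 lower without replicate 1 to 654 higher and 668 lower after the removal of GC content and length trends with the block. The 3 depleted libraries lay entirely above or below the 3 undepleted libraries for 3096 genes (24.1%), where 10% is given by chance. The authors' deposited table held 344 higher and 392 lower genes at an adjusted p under 0.05.

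Depleted and WT cells, which both received auxin, differed more. Of 12812 genes, limma called 1253 higher and 1336 lower. The correlation of same-numbered libraries was 0.484, 0.149 and 0.356, with a mean of 0.329, and the block gave 2252 higher and 2720 lower. Normalization by library size alone shifted the balance of the calls from 48.4% higher to 58.8% higher (1399 higher and 982 lower). The groups did not overlap for 4711 genes (36.8%). The authors' deposited table held 1194 higher and 1340 lower genes for this pair of groups.

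Undepleted and WT cells differ in the clone and in auxin, and neither was depleted of RBM8A by auxin. Depleted and WT cells both received auxin and differ in the clone. This pair thus shares the clone difference of that comparison but adds a difference in auxin. It is therefore not a clean measure of the background of depleted vs WT, and no group here gives one. Limma called 1191 of 12742 genes higher and 1140 lower. The correlation of same-numbered libraries was −0.02, −0.12 and 0.488, so that the mean of 0.114 came from replicate 3, and the block gave 1330 higher and 1241 lower. The groups did not overlap for 4641 genes (36.4%). Calls in depleted vs WT and undepleted vs WT thus numbered 2589 and 2331 without the block and 4972 and 2571 with it. The block counts rest on unlike variance estimates. The prior degree of freedom was infinite in depleted vs WT and 7.96 in undepleted vs WT. At an unadjusted limma p under 0.05 the block fits gave 5849 and 4600 genes. The authors' deposited table held 974 higher and 858 lower genes for undepleted vs WT.

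Genes called in the same direction against both controls numbered 212 higher and 39 lower, of 12676 genes in both tables. With the replicate number as a block they numbered 317 higher and 168 lower. In all 212 higher genes the depleted libraries lay above the 6 control values, and in 37 of the 39 lower genes they lay below them. Of the 186 higher genes that were also listed for undepleted vs WT, 14 were called there. Of the 39 lower genes, 3 were called there. A further 10 genes were called against both controls in opposite directions. Only 65 of the higher genes and 1 of the lower genes had a log2 fold change beyond 1 against both controls.

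The largest rise was that of KLB (ENSG00000134962, chromosome 4, 39408550 to 39453153 in hg19, a protein-coding gene with a median of 4 introns). Its level was 63.8 ± 8.09 CPM (SD, n = 3) in depleted cells and 6.54 ± 0.816 CPM in undepleted cells, a log2 fold change of 3.10 ± 0.16 SE (limma adjusted p 1.09e-07), and 3.39 ± 0.16 against WT cells (adjusted p 7.45e-08). MYH15 (ENSG00000144821, chromosome 3, 108099215 to 108248169) rose from 9.35 ± 1.84 to 56.9 ± 3.74 CPM, a log2 fold change of 2.50 ± 0.16 (adjusted p 1.14e-06). CASS4 (ENSG00000087589, chromosome 20, 54987168 to 55035443) rose from 8.92 ± 2.11 to 39.5 ± 6.19 CPM (2.04 ± 0.19, adjusted p 3.29e-05). CD74 (ENSG00000019582, chromosome 5, 149781200 to 149792532) rose from 5.83 ± 1.21 to 26.6 ± 1.16 CPM (2.03 ± 0.18, adjusted p 3.18e-05). MYO1A (ENSG00000166866, chromosome 12, 57422301 to 57444982) rose from 1.15 ± 0.524 to 7.67 ± 1.05 CPM (2.04 ± 0.27, adjusted p 0.000965), and 1 of its undepleted values, 0.553 CPM, lay under the level that 3 reads can show. With the block, the adjusted p of these 5 genes in depleted vs undepleted ranged from 3.55e-09 to 0.000275. CASS4 and CD74 did not differ between undepleted and WT cells (0.01 and −0.03 on the log2 scale). The nearest listed gene upstream on the same strand lay 121 kb from KLB, 20.5 kb from MYH15, 4.44 kb from MYO1A, 5.75 kb from CASS4 and 29.7 kb from CD74. The nearest downstream on the other strand lay 1.05, 2.08, 241, 708 and 1.33 kb away, in the same order.

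The largest falls were smaller. MYC (ENSG00000136997, chromosome 8, 128747680 to 128755197) fell from 197 ± 55.2 to 80.3 ± 6.09 CPM, a log2 fold change of −1.25 ± 0.16 (limma adjusted p 0.001), and was also below WT cells (−0.94 ± 0.12, adjusted p 0.00018). HTR1D, CYR61 and HBEGF had log2 fold changes of −1.25 ± 0.19, −1.16 ± 0.18 and −1.11 ± 0.15 against undepleted cells (adjusted p 0.00244, 0.00312 and 0.00127), and −0.77, −0.56 and −0.76 against WT cells. MT2A had the largest fall, −1.51 ± 0.30 (adjusted p 0.0128), from 7.92 ± 1.90 to 2.27 ± 1.23 CPM. It belongs to a family of near-identical metallothionein genes and its level was close to the counting floor, so its value is uncertain. With the block, the adjusted p of these 5 falls in depleted vs undepleted ranged from 7.33e-05 to 0.00517. In undepleted cells MYC, HTR1D, CYR61 and HBEGF lay above WT cells by 0.33 to 0.63 on the log2 scale without passing the threshold (adjusted p 0.0517 to 0.213), except that CYR61 passed it with the block (adjusted p 0.0178).

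**Figure D1:**
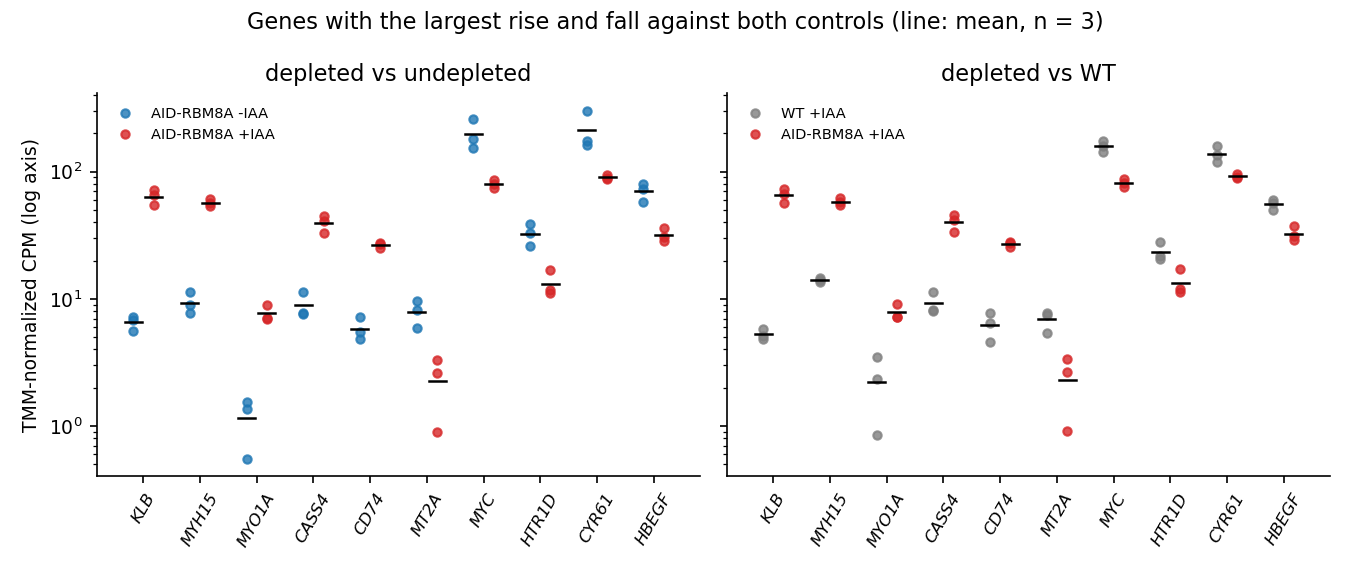
TMM-normalized CPM on a log axis of the 5 genes with the largest rise and the 5 with the largest fall against both controls, 1 point per library and a line at the mean of 3, for depleted vs undepleted (left) and depleted vs WT (right). The depleted libraries of KLB lie between 55.1 and 71.1 CPM and the undepleted libraries between 5.62 and 7.19 CPM.

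Ribosomal gene sets were compared because the study examined ribosomal biogenesis. In depleted vs undepleted cells the CRP set had an NES of −2.78 (fgsea permutation, adjusted p 0.000507), with a median log2 fold change of −0.43 and 76 of 80 genes below 0. With the replicate number as a block the NES was −2.81 (adjusted p 0.000535), and its range over all alternatives was −3.07 to −2.46. Limma called 11 CRP genes lower and 1 higher when adjusted over all genes, and 39 lower and 1 higher when adjusted over the set alone. By camera, which takes the correlation between the genes of a set into account (0.685 for CRP), the adjusted p was 0.467, and 0.413 with the block, so the fall was not larger than the spread of the whole set between libraries by that test. The RiBi set had an NES of −1.38 (adjusted p 0.0116; with the block −1.34 and 0.021). Its median log2 fold change was −0.03, which became 0.01 under normalization by library size alone, with 114 of 199 genes below 0 and no gene called. The MRP set had an NES of −1.09 (adjusted p 0.293; with the block −1.03 and 0.382), and no gene of it was called.

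Against WT cells the depleted cells had lower scores for all 3 sets. The NES was −2.17 for CRP, −2.24 for RiBi (adjusted p 0.000507 each) and −1.78 for MRP (adjusted p 0.00176). With the block they were −1.94, −1.93 and −1.56 (adjusted p 0.000535, 0.000535 and 0.0217). The median log2 fold changes were −0.34, −0.20 and −0.24, with 66 of 79, 154 of 199 and 45 of 58 genes below 0. Limma called 24, 44 and 10 genes of these sets lower and 1 higher in each. Adjusted over each set alone, 31, 53 and 10 genes were lower and 1, 2 and 1 higher. Undepleted cells were also lower than WT cells for RiBi (NES −1.82, adjusted p 0.000507) and MRP (NES −1.56, adjusted p 0.0116), but higher for CRP (NES 1.49, adjusted p 0.0144). With the block these scores were −1.84, −1.59 and 1.57 (adjusted p 0.000535, 0.0104 and 0.00943). The direction of each median in the comparisons with WT held under every scaling tried.

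**Figure D2:**
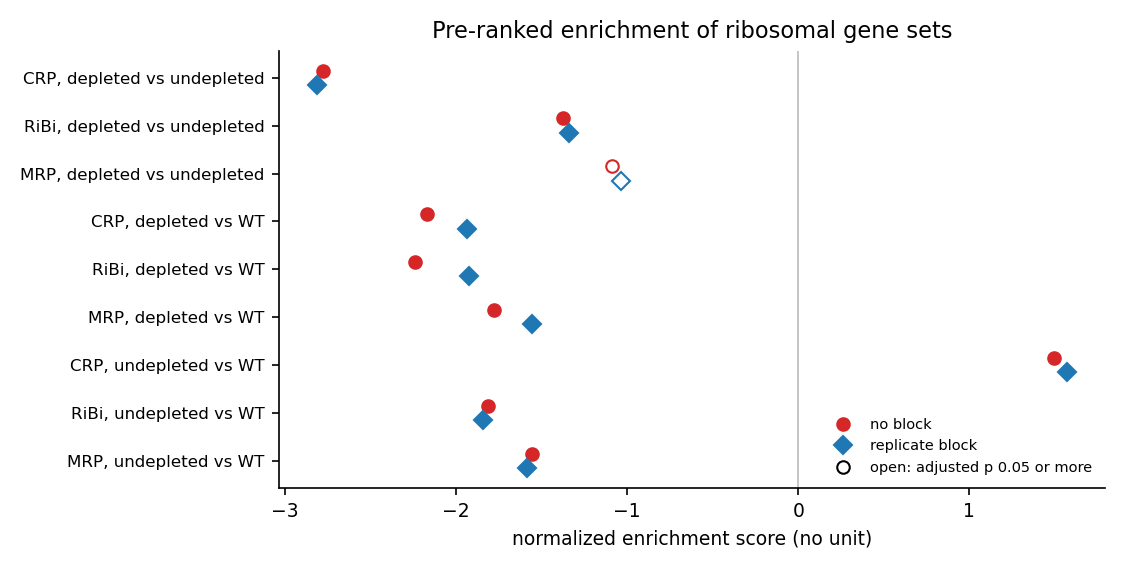
NES (no unit) of the CRP, RiBi and MRP sets in the 3 comparisons, without a block (circles) and with the replicate block (diamonds), where open symbols have an adjusted p of 0.05 or more. CRP in depleted vs undepleted lies lowest, at −2.78 and −2.81, and CRP in undepleted vs WT lies above 0, at 1.49 and 1.57.

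The level of the CRP set varied between replicates. Relative to the mean of the 9 libraries, the mean log2 level of CRP genes was −0.24 ± 0.15 (SD, n = 3) in depleted, 0.19 ± 0.35 in undepleted and 0.05 ± 0.25 in WT cells. Undepleted replicate 2 had the highest level (0.58), and undepleted replicate 3 (−0.11) and WT replicate 3 (−0.24) lay within the range of the depleted libraries (−0.40 to −0.11). Within same-numbered pairs the median log2 difference of CRP genes was −0.23, −0.78 and −0.30 between depleted and undepleted cells, and −0.29, −0.42 and −0.22 between depleted and WT cells. All 3 pairs of depleted cells thus had the same sign against each control. Between undepleted and WT cells the median differences were −0.05, 0.37 and 0.15, so the higher CRP level of undepleted cells did not hold in pair 1. With 3 pairs a two-sided exact sign test cannot reach a p under 0.25.

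**Figure D3:**
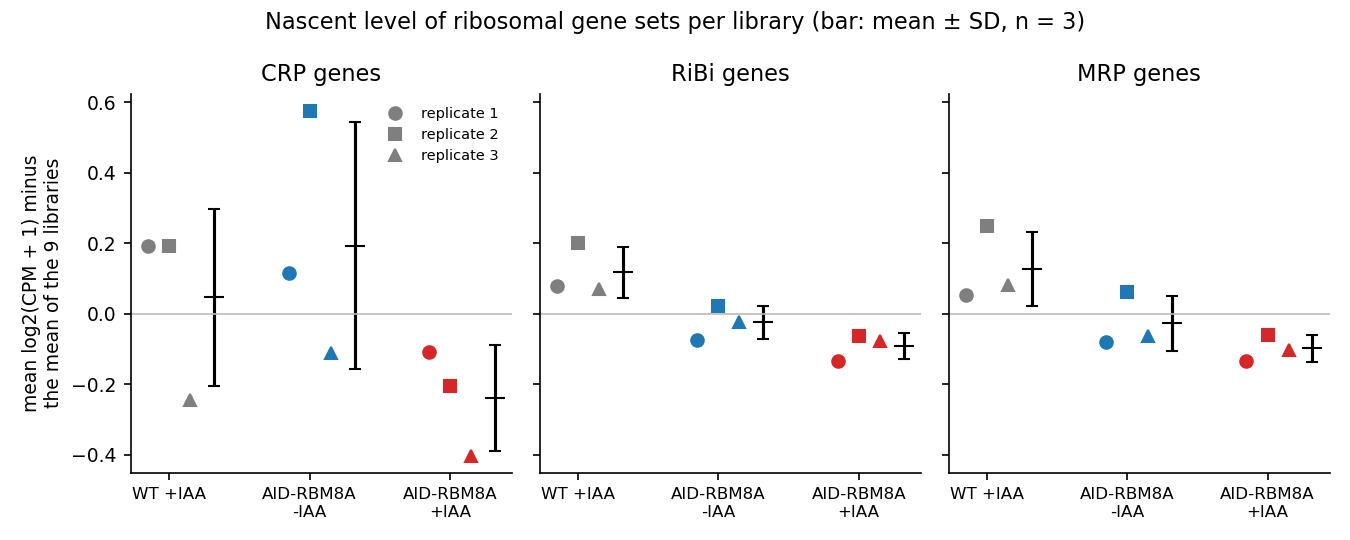
Mean log2(CPM + 1) of CRP, RiBi and MRP genes in each library minus the mean of the 9 libraries, by group, with 1 symbol per replicate number and a bar for the mean ± SD of 3. CRP levels range from −0.40 to −0.11 in the depleted libraries and from −0.11 to 0.58 in the undepleted libraries, so the groups overlap at −0.11.

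Among CRP genes RPL41 (ENSG00000229117, chromosome 12, 56510374 to 56511751) fell most, from 49.5 ± 15.6 CPM (SD, n = 3) to 26.7, 19.9 and 16.4 CPM, a log2 fold change of −1.18 ± 0.21 (limma adjusted p 0.00675; with the block 0.000351). It passed the threshold in 12 of 14 alternatives, but not without replicate 1 (adjusted p 0.0573) or replicate 2 (0.0854). RPL41 was lower against WT cells too (−0.85 ± 0.24, adjusted p 0.0237). RPLP1 fell by 0.77 ± 0.20 on the log2 scale (adjusted p 0.0509; with the block 0.00528) and by 0.80 ± 0.18 against WT cells (adjusted p 0.00797). RPL3L fell by 0.87 ± 0.29 (adjusted p 0.121; with the block 0.0309) at a level of 7.20 ± 2.67 CPM in undepleted cells, and its level in WT cells was 1.03 ± 0.204 CPM. RPS27L was the CRP gene that rose most (0.73 ± 0.17, adjusted p 0.0295; with the block 0.00291; 0.92 ± 0.17 against WT cells). Against undepleted cells RPS27L passed the threshold in 10 of 14 alternatives. It did not pass without replicate 1, 2 or 3 (adjusted p 0.105, 0.0682 and 0.138) or with all 9 libraries in 1 fit (0.0559). Many pseudogenes resemble ribosomal protein genes, and the single-gene values are uncertain to that extent. RPL18 had 37.1 ± 8.22 CPM in depleted and 59.4 ± 13.8 CPM in undepleted cells (−0.66 ± 0.19, adjusted p 0.0676; with the block 0.00464). In depleted cells it did not differ from WT cells (−0.13 ± 0.18, adjusted p 0.674). In undepleted cells RPL18 lay above WT cells (0.56 ± 0.20, adjusted p 0.0614, and 0.021 with the block). After the GC content and length correction RPL18 was −0.44 in depleted vs undepleted (limma adjusted p 0.0715, and 0.00691 with the block). In depleted vs WT it was −0.22 (adjusted p 0.244, and 0.0936 with the block). The fall against undepleted cells was thus smaller and that against WT cells larger. GC content and length may therefore account for part of the 0.56. FBL did not differ from undepleted cells (−0.14 ± 0.14, adjusted p 0.611) and passed the threshold against WT cells in some fits only (−0.35 ± 0.14, adjusted p 0.0901; with the block 0.0137; after the GC content and length correction −0.36 and 0.0304, with the block 0.00832; range over all alternatives 0.00832 to 0.447).

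Libraries differed in how the level of a gene depended on its GC content. The rank correlation, across genes, of level relative to the mean of all libraries with GC content was 0.05 ± 0.29 (SD, n = 3) in depleted, 0.44 ± 0.11 in undepleted and −0.42 ± 0.35 in WT cells, and WT replicate 1 (−0.02) stood apart from WT replicates 2 and 3 (−0.61 and −0.62). The log2 fold change was correlated with GC content across genes with rho −0.41 in depleted vs undepleted, 0.40 in depleted vs WT and 0.65 in undepleted vs WT. The labels give no sequencing batch. CRP genes had a median GC content of 47.4% and a median length of 5548 bp, against 43.6% and 44542 bp for all genes, and 79 of the 80 listed CRP genes had both values.

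**Figure D4:**
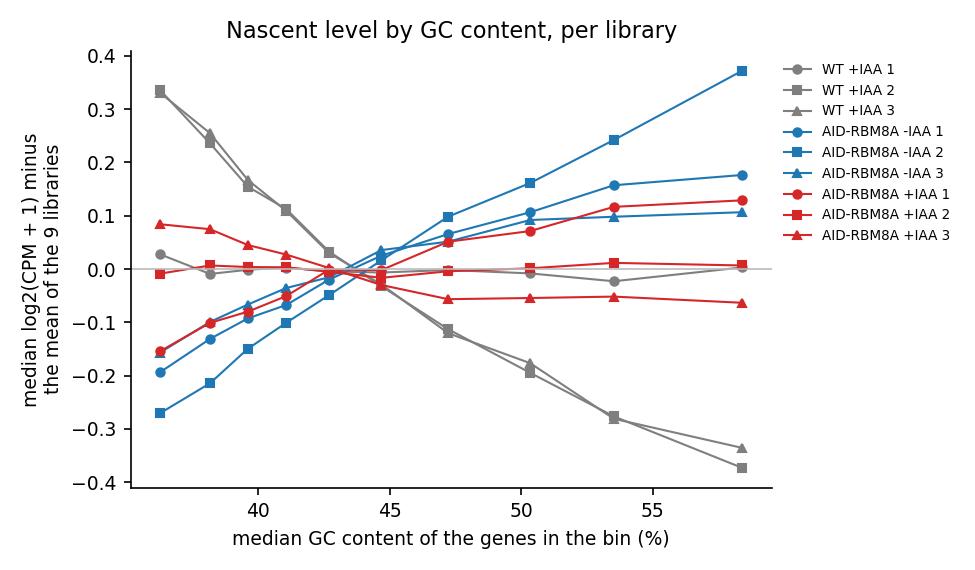
Median log2(CPM + 1) minus the mean of the 9 libraries for 10 bins of genes by GC content (%), with 1 line per library coloured by group. In the bin with the highest GC content the undepleted libraries lie between 0.11 and 0.37 and WT replicates 2 and 3 at −0.37 and −0.34, while the depleted libraries lie between −0.06 and 0.13.

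Intronless genes were examined because the reporters of the study carried no introns. Reads on exons had been removed before counting, so a gene without introns should keep few or no reads of its own. What the counted reads of these genes are is not known. The shares and medians below therefore cannot tell how the transcription of intronless genes changed. Of 553 intronless genes, 1 was called higher in depleted than in undepleted cells (0.181%), against 2.22% of the 12161 genes with introns (two-sided Fisher's exact test, p 0.000121). Lower calls were made for 5 intronless genes (0.904%), against 1.39% of genes with introns (p 0.453). With the replicate number as a block 0.543% of intronless genes were called higher, against 438 of 12161 genes with introns (two-sided Fisher's exact test, p 7.24e-06), and 6.69% were called lower, against 3.36% (p 0.000196), so the difference in lower calls changed sign and passed the threshold with the block. The authors' deposited table held 1 higher and 81 lower genes among the same 553. Processed pseudogenes made up 92.0% of the intronless genes, and 12 of the others were protein coding. Across 12714 genes the log2 fold change rose with the number of introns with a Spearman rho of 0.152, and within same-numbered pairs rho was 0.01, 0.237 and 0.0501. The median log2 fold change was −0.16 for 0 introns, −0.06 for up to 2, 0.00 for more than 2 and up to 5, 0.04 for more than 5 and up to 10, and 0.06 for more than 10. For intronless genes it was 0.20, −0.77 and 0.09 in the 3 pairs, so its sign rested on replicate 2.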

Values the study reported

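The study reported that, of 759 intronless genes, 99 were lower and 24 were higher on acute RBM8A depletion at adjusted p-values under 0.05. It gave a Pearson correlation coefficient of 0.616 (95% CI 0.334 to 0.796) between RBM8A-dependent regulation and intron content.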

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

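The comparisons, tests and other alternatives were fixed before the data were examined, and 5 alternatives were chosen after it: edgeR's quasi-likelihood test on recovered reads, a mean CPM of at least 10, the GC content and length correction, the same correction with the replicate block, and camera with the replicate block. No filter on low counts was not run because the tables come filtered, and the filters on an average log2 CPM above 2 and on a mean value of at least 1 removed no gene.

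The share of higher genes among the calls moved both ways in depleted vs undepleted. It went from 60.4% to 49.5% with the replicate block and to 70.2% with library size alone. Without replicate 1, 2 and 3 it was 71.8%, 80.1% (113 higher and 28 lower genes) and 51.1%. In depleted vs WT it moved from 48.4% to 58.8% with library size alone, and without replicate 2 to 314 higher beside 227 lower genes. With DESeq2 size factors, the quasi-likelihood test, the pseudocount of 0.1 and all 9 libraries in 1 fit, all 8 counts of genes stayed within 1.5 times the values in the report. The quasi-likelihood test shared 449 of the 452 calls of depleted vs undepleted, 2574 of 2589 of depleted vs WT and 2313 of 2331 of undepleted vs WT. In depleted vs undepleted, in place of 273 higher and 179 lower genes, the edgeR exact test gave 411 and 368, the replicate block 445 and 454, the GC content and length correction 424 and 306, the correction with the block 654 and 668, and a log2 fold change beyond 1 gave 91 and 25. Library size alone gave 115 lower genes beside 271 higher. In depleted vs WT, in place of 1253 and 1336, the block gave 2252 and 2720, the correction with the block 1941 and 2397, and the fold change limit 267 and 158. In undepleted vs WT the fold change limit gave 216 and 169, in place of 1191 and 1140. Against both controls, in place of 212 higher and 39 lower, the correction with the block gave 453 and 324 and the fold change limit 65 and 1. The 39 lower genes became 23 with library size alone, 86 with the exact test, 168 with the block and 120 with the correction. The GC content and length correction shared 410, 2070 and 1123 of the calls of the 3 comparisons, so the calls of undepleted vs WT depended most on it. The causes of the other moves were not tested.

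Across the 3 fits that each left out one replicate, depleted vs undepleted gave from 61 to 113 higher and from 24 to 108 lower genes, depleted vs WT from 314 to 1622 and from 227 to 2053, and undepleted vs WT from 484 to 1160 and from 429 to 1292. Against both controls they gave from 57 to 93 higher and from 8 to 23 lower genes. Of the 452 calls of depleted vs undepleted, 85, 123 and 191 were shared without replicate 1, 2 and 3. In simulated reads of this depth, with 3 libraries per group, a log2 change of 0.5 was recovered for 5.50% of the genes. The parts of depth, replicate number and spread in this were not tested.

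For gene sets, camera gave an adjusted p of 0.467 in 8 of the 9 tests and 0.717 for CRP in undepleted vs WT. With the replicate block it gave 0.413 and 0.649, so no set passed. Leaving camera aside, CRP in depleted vs undepleted and CRP, RiBi and MRP in depleted vs WT stayed past the threshold in every alternative, as did RiBi in undepleted vs WT. Their adjusted p over all alternatives ranged up to 0.467, from 0.000462 (0.00121 for MRP). The RiBi score of depleted vs undepleted, −1.38, lost significance with library size alone (−1.12), the DESeq2 Wald test (−1.22) and a mean CPM of at least 10 (−1.22), and ranged from −1.39 to −1.21 over the fits that left out one replicate, where it was lost without replicate 3 (adjusted p over all alternatives 0.00371 to 0.467). The CRP score of undepleted vs WT, 1.49, lost it with the Wald test (1.44), the exact test (1.41), the GC content and length correction (1.12) and the correction with the block (1.10), and ranged from 0.817 to 1.85 over the fits that left out one replicate, where it was lost without replicate 2 (adjusted p 0.000828 to 0.828). The MRP score of undepleted vs WT, −1.56, lost it with the exact test (−1.46) and ranged from −1.60 to −1.30 over such fits, where it was lost without replicate 2 (adjusted p 0.00689 to 0.467). The median RiBi change of depleted vs undepleted, −0.03, was 0.01 with library size alone, and the median MRP change, −0.06, was 0.04 with a mean CPM of at least 10. The causes were not tested.

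The intronless results depended on the setting. The share called higher, 0.181%, was below that of genes with introns, but it was 7.23% and above it after the GC content and length correction and 10.8% with the block added. Over the fits that left out one replicate it ranged from 0 to 1.45%, and was above that of genes with introns without replicate 2 (Fisher p over all alternatives 3.3e-08 to 0.153), and 2036 and 1691 of all genes had an unadjusted p under 0.05 in the 2 fits with a share of 0. The share called lower, 0.904%, was below that of genes with introns. It was above it with the Wald test (2.89%), the exact test (4.88%), the replicate block (6.69%), the correction (2.89%) and the correction with the block (6.87%). Over the fits that left out one replicate it ranged from 0 to 3.26%, and was above that of genes with introns without replicate 2 (0.362%) and without replicate 3 (3.26%, against 0.715%) (Fisher p over all alternatives 5.55e-07 to 0.857). The correlation with intron number stayed positive, from 0.0341 without replicate 2 to 0.195, and was 0.0385 after the correction.

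Among named genes, 492 of the results under alternatives kept their direction and side of the threshold, 19 were weaker, 22 stronger and 5 reversed. EIF4A3 in depleted vs undepleted, −0.06, reversed with the GC content and length correction (0.0195, with and without the block) and ranged from −0.38 to 0.18 over the fits that left out one replicate. CASC3, −0.09, ranged from −0.28 to 0.0220 over such fits, with the reversal without replicate 3. Neither passed the threshold in any setting. Without replicate 2, 10 named-gene results were weaker, among them RPL41 and RPLP1 against WT cells.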

Other observations

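The tests of mature RNA carry-over, of the undepleted level, of GC content and length and of 1 library for the CRP genes, the tests of upstream, convergent and gene-dense neighbours, and the splits of the intronless shares were chosen only after the result was seen. All explanations below are hypotheses, since they were tested on the data that raised them.

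The fall of CRP genes in depleted vs undepleted cells could have technical sources. Undepleted replicate 2 and WT replicate 1 had high levels of processed pseudogenes (0.64 and 0.48 above the mean of all libraries on the log2 scale), as carry-over of mature mRNA would give. With the mean pseudogene level of each library as a covariate the CRP score was −2.70 (fgsea permutation, adjusted p 0.00063), and with the block added −2.38 (adjusted p 0.000607). The fit with the block added has almost as many terms as libraries. It leaves little to estimate the variance of a gene from, so its score is a weak check. CRP genes without an annotated snoRNA (51) had a median log2 fold change of −0.43, and the 28 with one had −0.41, so snoRNA reads in host introns do not account for the fall. With GC content and length removed and the block the score was −2.56, and without replicate 2, the highest undepleted library, it was −2.46. The median CRP change was smaller in both, −0.31 and −0.26 in place of −0.43 (71 of 79 and 69 of 80 genes below 0), so these sources may account for part of the size of the fall. The CRP score of undepleted vs WT was 1.49, so a high level in undepleted cells could add to the fall. That score was 0.817 without replicate 2 and 1.12 after the GC content and length correction (adjusted p 0.828 and 0.272, range over its alternatives 0.000828 to 0.828), and depleted cells also lay below WT cells (NES −2.17) in all 3 same-numbered pairs. By camera no CRP score passed (adjusted p 0.467 in both comparisons with depleted cells and 0.717 in undepleted vs WT, and 0.413 and 0.649 with the block). What part of the fall against undepleted cells a high level there makes up cannot be told.

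Only 4 splits of 6 libraries into 3 and 3 part all 3 same-numbered pairs, so the share of splits with as large a result cannot be under 0.25. The other 6 splits part 1 pair only and leave differences between replicate numbers in the contrast. In each comparison 1 of the 4 splits, the real one, gave as many calls, and the other 3 gave 0, with 122 to 299, 38 to 78 and 34 to 492 genes at an unadjusted p under 0.05 in depleted vs undepleted, depleted vs WT and undepleted vs WT, where the real splits had 2437, 4313 and 4290. Across the 6 splits that part 1 pair at most 2 genes were called in depleted vs undepleted and 0 in the comparisons with WT, with up to 1533, 1741 and 1655 genes at an unadjusted p under 0.05. For the CRP score, 2 of the 4 splits were as far from 0 in depleted vs undepleted (highest other 2.93), 2 in depleted vs WT and 3 in undepleted vs WT. For RiBi the numbers were 1, 2 and 2 splits, and for MRP 1, 2 and 1 splits, in the same order. Each of the other 3 splits swaps 1 pair only, so a real score led by 1 pair would return in them. These counts of splits can therefore not decide whether the set scores are real. Gene permutation p-values may still be too small where the genes of a set vary together between libraries. The correlation that camera estimated was 0.685 for CRP in depleted vs undepleted. For genes called against both controls, 100 of 108 possible assignments of the 9 libraries, each replicate number once per group, were drawn, and 5 of 100, the real one included, gave at least the 212 genes, higher and lower together, that the real one gave on the 12529 common genes normalized together (highest other 1420). All 5 were among the 12 drawn that set 1 whole study group as the first group, and the 88 that mixed the groups gave 0, with at most 331 genes at an unadjusted p under 0.05 in both contrasts, where the real one had 754. The 4 that set the depleted libraries first, the real one included, gave from 26 to 212 genes, so mixing the 2 controls lowered the count to as few as 26. The 4 that set the WT libraries first gave from 950 to 1420 genes, and the 4 that set the undepleted libraries first gave from 0 to 99.

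The intronless share is uncertain, also because reads on exons had been removed before counting. Processed pseudogenes had a median log2 fold change higher by 0.0561 than the other intronless genes, which gave no sign that reads of mature mRNA on pseudogenes set the fall, but the 44 other genes are few and the fall came from pair 2 in both classes (−0.77 and −0.75), so this cannot be told. Of the 4 splits that part all 3 pairs, 1 gave as high a share called higher and 1 as high a share called lower, but the other 3 called 0 genes of any kind (122 to 299 at an unadjusted p under 0.05), so these counts of splits say nothing about the intronless share. The correlation of the log2 fold change with intron number was 0.0633 with gene length held fixed, under 0.5 of its value of 0.152, so gene length may account for most of it. With GC content held fixed it was 0.0924, and without pseudogenes 0.134. In 3 of the 4 splits the correlation was as far from 0 (highest other 0.214). Each of the other 3 splits swaps 1 pair only, so a correlation led by 1 pair would return in them, and they cannot decide its source. Within pairs 1, 2 and 3 it was 0.01, 0.237 and 0.0501, so it rested mainly on pair 2.

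Targets of p53 were higher in depleted cells, with an NES of 2.24 against undepleted cells (fgsea permutation, adjusted p 0.00064, median log2 fold change 0.52, 23 of 24 genes above 0) and 2.17 against WT cells (adjusted p 0.00064, 0.69). In undepleted vs WT the NES was 1.15 (adjusted p 0.398). With the GC content and length correction and the block the scores were 2.38 and 2.18, and the median stayed above 0 under every scaling tried. Of the 4 splits that part all 3 pairs, 1 gave a score as far from 0 in each comparison, with the highest other at 1.87 and 2.05. A p53 response to RBM8A depletion is a candidate explanation, and the splits are too few to exclude differences between libraries. The 5 listed AHR targets gave no sign of AHR activation by auxin (NES 0.890, adjusted p 0.791), and 5 genes could not show a small effect. Immediate early genes were lower in depleted vs undepleted (NES −2.17, adjusted p 0.00064), but not in depleted vs WT (NES −1.21, adjusted p 0.372), and higher in undepleted vs WT (NES 1.91, adjusted p 0.0013). The score was below 0 against both controls and passed the threshold against undepleted cells only, and whether the 2 scores differ was not tested. The test of a handling response asked for both to pass. A response to handling in the undepleted cells alone would not meet it and is not excluded. In depleted vs undepleted 2 of the 4 splits gave a score as far from 0. MYC and CYR61 are in that set, and both also fell against WT cells.

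Genes that rose against both controls lay near the 3′ ends of other genes. The median distance to the nearest listed gene upstream on the same strand was 45.3 kb for 210 of them, against 99.1 kb in lists matched on level and GC content, and 34.9% lay within 20 kb, against 21.2% of all genes. The share of 10000 matched lists with as short a distance was 0.0001, the smallest they can give. The distance to the gene downstream on the other strand was also short (75.1 against 116 kb, 0.0022), while that to the gene downstream on the same strand was not (158 against 105 kb, 0.9950), so gene density is not the source. Without genes that overlap another listed gene, and in the list after the GC content and length correction with the block, the upstream share was again 0.0001. The convergent share was 0.0001 too without overlapping genes (50.7 against 114 kb), and 0.0097 in the corrected list. The upstream neighbours within 50 kb, of 110 genes, had a median log2 fold change of 0.0559 where the genes themselves had 0.951, and 2 neighbours were called higher. The 37 genes that fell were not short of distance (0.927). The genes higher in undepleted vs WT had an upstream share of 0.3785 of matched lists. By the measure not matched on level and GC content they were close too, with 27.6% within 20 kb, against 21.2% of all genes. Their convergent distance was also short (69.6 against 82.5 kb in matched lists, share 0.0030). A short convergent distance was thus found in a comparison without depletion too. The gap was wider for the genes that rose against both controls (75.1 against 116 kb). Whether depletion adds to the convergent part was not tested. A candidate explanation for the upstream part is transcription that reads past the 3′ end of an unchanged neighbour into the next gene. The convergent part would need counting without strand, which is not stated. Read coverage between genes was not analysed here.

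The cause of the GC content trend of the libraries was not tested, and no biological explanation for it was tested.

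In depleted vs undepleted cells 5 intronless genes were lower and 1 was higher. These numbers are lower than those the study reported, and the set of intronless genes was smaller. The values used here leave out reads on exons. The study also ran an analysis with exonic reads, and its text does not say which one gave its counts. The numbers may therefore not be comparable. The number of lower genes depended on the test: with the replicate block 6.69% of the 553 genes were lower (37 genes), with the exact test 4.88% (27 genes), and the authors' deposited table held 81 lower genes among the same 553. The number of higher genes was 3 with the block, 1 with the exact test and 1 in the authors' deposited table. After the GC content and length correction it was 40, and 60 with the block added. Over the fits that left out one replicate it ranged from 0 to 8. The correlation with intron number was 0.152. It is a rank correlation across 12714 single genes. The study's coefficient is a Pearson coefficient, and its text does not say over which units it was taken. The sizes of these coefficients can therefore not be compared.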
